A study of Mus musculus with 40 samples.

How the data were processed

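RNA sequencing was used to measure gene expression in mpkCCD cells, an immortalized mouse line of the kidney collecting duct, grown on permeable supports with 0.1 nM dDAVP, a synthetic vasopressin analogue, for 72 hours. The labels describe 40 samples in a knockout part and a rescue part. The deposited table has columns for the 22 libraries of the knockout part: 11 of unmodified control clones, 5 labelled ATF1-KO, 3 labelled ATF1/CREB1-KO and 3 labelled ATF1/CREB1/CREM-KO. The 18 samples of the rescue part, in which ATF1, CREB1 or CREM was put back into triple-knockout cells, were not analysed here.

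Per the labels' protocols, cDNA was made from total RNA with a SMARTer Ultra Low kit and PCR amplification, tagmented and barcoded with Nextera XT, pooled in equal amounts, and sequenced with paired-end reads on an Illumina instrument. The deposited values are TPM (transcript abundances), a unit that scales each library to the same total and corrects for transcript length. This was read from the values: each of the 22 columns sums to the same total, that of TPM, within rounding, and the smallest values above 0 fall as transcript length rises. The labels state no aligner, quantifier, genome build or annotation version, so no coordinates are given. TPM does not state depth, so the number of reads behind each library is unknown and no counting interval is given. The smallest values above 0, multiplied by transcript length, serve only to compare depth between libraries. A value listed at 0 can therefore be a gene with no reads or an estimate that failed.

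The table has 55414 genes with Ensembl identifiers, of which 1399 carry no name in it. A name was added for 50 of these from the reference annotation (GENCODE M21 on GRCm38). Of all identifiers, 52133 were found in that annotation, which was used for names, chromosome, biotype, gene order, and transcript length and GC content.

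The planned test needed read counts. Since the values are TPM, differences were instead tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend of the variance on mean expression) on log2(TPM + 1), for genes with a mean of at least 1 TPM over the libraries of the comparison. The adjusted p-values of single genes are from this test with Benjamini-Hochberg adjustment over all genes tested, and a gene is called changed where that value is under 0.05. Error terms given with log2 changes are standard errors. Each knockout label was compared with all 11 control clone libraries, with no covariate, as fixed before the data were examined. Only the groups compared entered the fit. The steps between knockouts were taken from 1 fit over all 22 libraries. Exact two-sided permutation tests of the mean log2(TPM + 1) over all splits of the same libraries were run for Aqp2 and the 3 targeted genes, in a family of 24 tests.

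The library numbers in the labels fall into 3 runs of consecutive numbers. Run 1 has control clones 1 to 5 and the libraries labelled ATF1-KO. Run 2 has control clones 6 to 8 and the libraries labelled ATF1/CREB1-KO. Run 3 has control clones 9 to 11 and the libraries labelled ATF1/CREB1/CREM-KO. The labels do not call these runs batches. As listed before the data were examined, each comparison was repeated against the control clones of its own run, and with run as a covariate over all 22 libraries. The covariate fit gives the own-run log2 change with 1 spread per gene estimated over all 22 libraries. Where the libraries of a label vary more than the others, the standard errors of that label can be too small. Own-run values are given beside pooled ones because the libraries of run 2 differed from the others in composition. The labels do not say whether the replicates of a knockout label are separate clones.

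The genes named in each comparison followed a rule fixed before the data were examined. Aqp2, Atf1, Creb1 and Crem were named always. Up to 4 genes in each direction were added, those with the largest changes among called genes that separated every knockout library from every control library and had a mean of at least 3 on the log2 scale, read on log2 TPM in place of the planned log2 CPM. Called members of a pair of gene lists could be named too. The principal cell list has 26 genes of collecting duct principal cells and the CREB target list has 27 genes known as cAMP-responsive targets. Both were written before the data were examined, and neither has Aqp2 or a targeted gene. They were tested with camera at its preset correlation of 0.01, with fry beside it, adjusted over the 6 tests of 2 lists and 3 comparisons. Similarity of fold changes between comparisons was measured as a Spearman correlation across genes, beside 100 simulations of unchanged groups set against the same control libraries.

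The tests were tried on simulated data with 200 genes changed by 2 on the log2 scale, in each of the real designs. Against all control clones, 118 of the 200 were recovered among 13311 genes for ATF1-KO, 80 among 13270 for ATF1/CREB1-KO and 63 among 13360 for ATF1/CREB1/CREM-KO. With own-run control clones, 200, 193 and 189 were recovered among 13318, 12579 and 13258 genes. False calls made up 6.35%, 5.88% and 4.55% of the calls against all control clones, and 9.50%, 5.39% and 7.35% against own-run control clones. These shares do not cover differences between runs. For ATF1/CREB1-KO against all control clones, the 5.88% was 5 false calls. With unmodified control clones 6 to 8 in the place of these knockout libraries, 4634 genes were called. The simulated shares therefore do not give the false calls to be expected against all control clones where runs differ.

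Alternatives were another pseudocount (0.1), a minimum mean of 5 TPM, no filter, median-ratio scaling, quantile normalization, no variance trend, all 22 libraries in 1 fit, run as a covariate, own-run controls, the replicate number as a block, and leaving out 1 library at a time. In the pooled comparisons only libraries with a knockout label were left out, and no control clone was. In the own-run comparisons each library of either kind was left out. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.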

Results

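Gene expression was measured in 22 RNA sequencing libraries from mpkCCD cells treated with dDAVP: 11 libraries of unmodified control clones, 5 labelled ATF1-KO, 3 labelled ATF1/CREB1-KO and 3 labelled ATF1/CREB1/CREM-KO. ATF1, CREB1 and CREM are the transcription factors of the CREB family, and the series title names their part in the vasopressin-mediated regulation of Aqp2, which encodes the water channel aquaporin-2. Sequencing depth is unknown, since the values are TPM. Between 17296 and 20703 genes were listed above 0 per library. No pair of columns was identical.

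The libraries differed in composition by run. The 76 ribosomal protein genes took between 6.71% and 14.4% of the TPM in the 6 libraries of run 2, and between 2.47% and 3.84% in the other 16. In run 2 the share was 14.1% ± 0.477 (SD, n = 3) in control clones 6 to 8 and 10.3% ± 3.15 (SD, n = 3) in the libraries labelled ATF1/CREB1-KO, of which replicate 3 had 6.71%. Pearson correlations of log2 values over 13295 genes were 0.767 to 0.844 between a library of run 2 and one of another run, and 0.922 to 0.979 within run 2. Among the libraries of runs 1 and 3 they were 0.920 to 0.980. Genes are not independent replicates in these correlations. Of the 3 comparisons with control clones, each is therefore given against all 11 control libraries and against the control libraries of its own run.

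**Figure D1:**
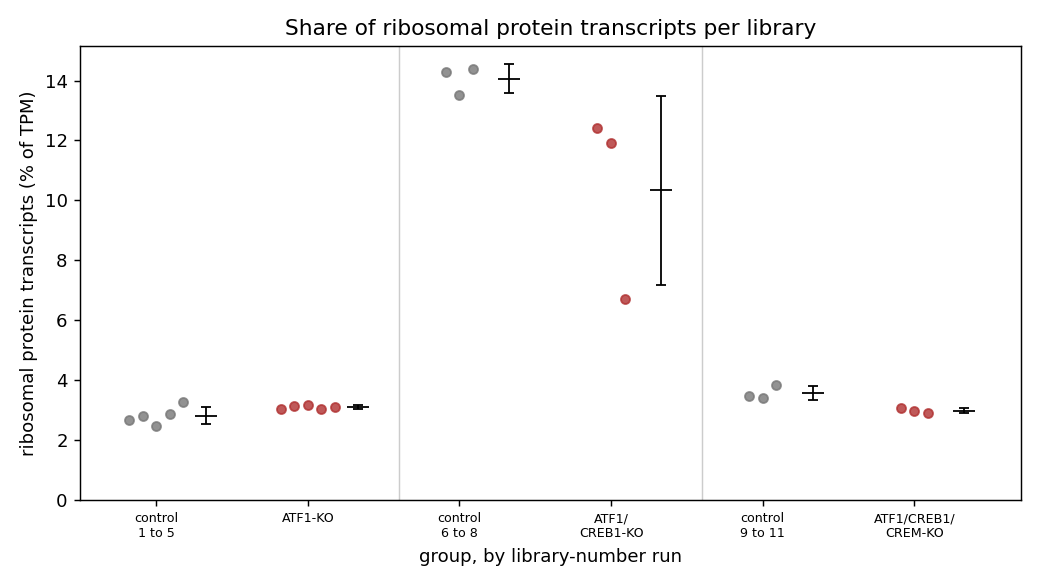
Share of TPM taken by the 76 ribosomal protein genes (y axis, percent) in each of the 22 libraries (points), by run and group, with the mean and SD of each group as bars. The 6 libraries of run 2 lie between 6.71% and 14.4%, and the other 16 between 2.47% and 3.84%.

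The targeted genes were examined first, as a check of the labels. Atf1 (ENSMUSG00000023027, chromosome 15) was at 36.8 TPM ± 8.43 (SD, n = 11) in the control clones and at 26.6 TPM ± 8.88 (SD, n = 5) in the libraries labelled ATF1-KO, where it ranged from 17.51 to 37.79 TPM. It was at 19.0 TPM ± 4.38 (SD, n = 3) in those labelled ATF1/CREB1-KO and at 32.4 TPM ± 8.57 (SD, n = 3) in those labelled ATF1/CREB1/CREM-KO. These means were 63.0%, 77.8% and 80.8% of the mean of the own-run control clones, in the same order. In limma, the log2 change of Atf1 in ATF1-KO was -0.48 (adjusted p 0.465) against all control clones and -0.70 (adjusted p 0.555) against those of its run. An exact permutation test of the own-run difference gave p = 0.00794, the smallest that 252 splits allow, and 0.0381 after adjustment over 24 tests. Against all control clones it gave p = 0.0421, and 0.123 after adjustment. Atf1 was lower in all 5 of these libraries than in each of the 5 own-run control clones. In ATF1/CREB1-KO it fell by 0.90 on the log2 scale against all control clones (limma adjusted p 0.0446). Leaving out any 1 of the 3 libraries raised that adjusted p to between 0.0958 and 0.131. Exact permutation tests gave p = 0.00549 against all control clones (0.0381 after adjustment over 24 tests) and p = 0.2 within the run. The own-run log2 change was -0.37 (adjusted p 0.635), and under median-ratio scaling the pooled change was 0.22. In ATF1/CREB1/CREM-KO the log2 changes were -0.17 (adjusted p 0.789) against all and -0.33 (adjusted p 0.304) against own-run control clones.

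Creb1 (ENSMUSG00000025958, chromosome 1) was at 30.6 TPM ± 2.39 (SD, n = 5) in control clones 1 to 5, at 5.55 TPM ± 0.984 (SD, n = 3) in control clones 6 to 8 and at 37.7 TPM ± 1.61 (SD, n = 3) in control clones 9 to 11. It was at 39.0 TPM ± 1.40 (SD, n = 5) in libraries labelled ATF1-KO, at 3.39 TPM ± 0.596 (SD, n = 3) in those labelled ATF1/CREB1-KO and at 18.7 TPM ± 0.593 (SD, n = 3) in those labelled ATF1/CREB1/CREM-KO. In ATF1-KO the mean was 127% of the own-run control mean, with a limma log2 change of 0.34 (adjusted p 0.514) and an exact permutation p of 0.00794 (0.0381 after adjustment over 24 tests), so Creb1 was higher in all 5 of these libraries than in each own-run control clone. In ATF1/CREB1-KO the mean was 61.0% of the own-run control mean, with a limma log2 change of -0.58 (adjusted p 0.471) there and of -2.31 (adjusted p 0.0446) against all control clones. With run as a covariate over all 22 libraries, the same change of -0.58 passed the threshold (adjusted p 0.00775). Leaving out any 1 of the 3 libraries raised the pooled adjusted p to between 0.0931 and 0.131. In ATF1/CREB1/CREM-KO the mean was 49.6% of the own-run control mean, with a log2 change of -0.97 (adjusted p 0.00305), against -0.14 (adjusted p 0.922) for all control clones. An exact permutation test of either own-run difference gave p = 0.1, the smallest that 3 libraries against 3 allow. Against all control clones it gave p = 0.00275 in ATF1/CREB1-KO (0.0330 after adjustment over 24 tests) and p = 0.885 in ATF1/CREB1/CREM-KO.

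Crem (ENSMUSG00000063889, chromosome 18) was not lower in the libraries labelled as lacking CREM. It was at 22.7 TPM ± 2.48 (SD, n = 3) in control clones 9 to 11 and at 30.5 TPM ± 4.02 (SD, n = 3) in libraries labelled ATF1/CREB1/CREM-KO, 135% of that mean. The limma log2 change was 0.41 (adjusted p 0.116) against own-run and 0.85 (adjusted p 0.325) against all control clones. Crem was at 23.6 TPM ± 3.68 (SD, n = 5) in libraries labelled ATF1-KO and at 27.5 TPM ± 16.7 (SD, n = 3) in those labelled ATF1/CREB1-KO, where replicate 3 had 46.54 TPM. These means were 133% and 253% of the own-run control means. In ATF1/CREB1-KO the own-run log2 change of Crem was 1.12 (adjusted p 0.467), with all 3 libraries above all 3 control clones. It passed the threshold with run as a covariate (adjusted p 0.0261), where the spread over all 22 libraries gave an SE of 0.28 against 0.39. An exact permutation test of Crem in ATF1/CREB1/CREM-KO gave p = 0.0110 against all control clones (0.0440 after adjustment over 24 tests) and 0.1, the smallest possible, within the run. Gene-level TPM does not show whether a transcript carries an edit, so the knockout state of a library rests on its label, and directions below are those of the libraries labelled so.

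**Figure D2:**
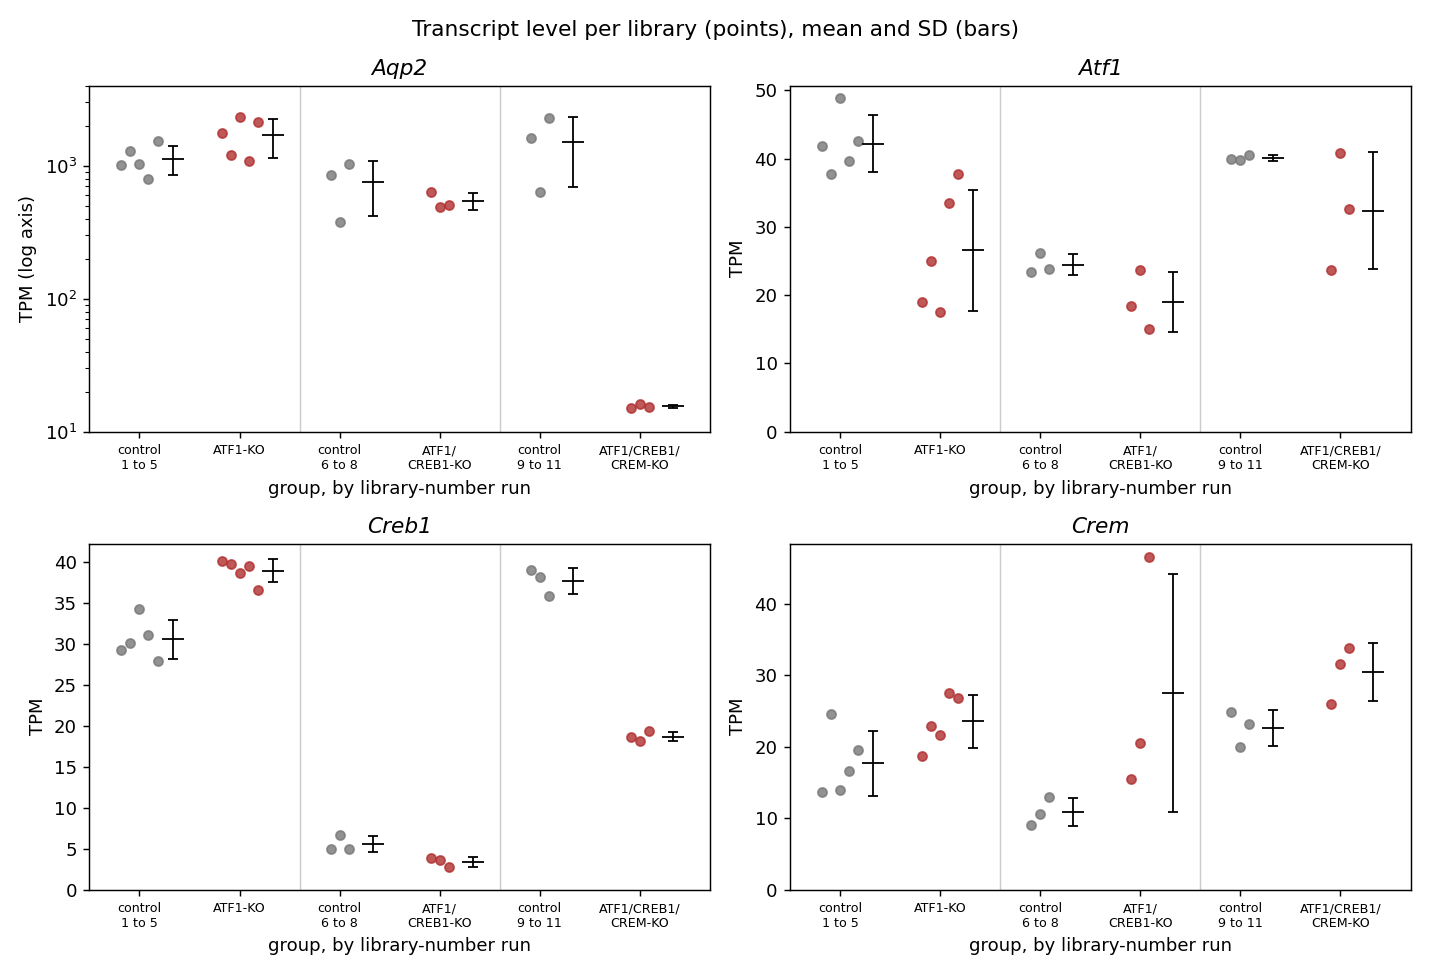
TPM of Aqp2 (log axis), Atf1, Creb1 and Crem in each of the 22 libraries, by run and group, with the mean and SD of each group as bars. Aqp2 is between 15.1 and 16.05 TPM in the 3 libraries labelled ATF1/CREB1/CREM-KO and above 379 TPM in the other 19, while Crem is not lower in those 3 libraries.

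Whether loss of the CREB family factors lowers Aqp2 is the question of the knockout part. Aqp2 (ENSMUSG00000023013, chromosome 15) was at 1134 TPM ± 527 (SD, n = 11) in the control clones. By run, these were at 1133 TPM ± 284 (SD, n = 5), 754 TPM ± 336 (SD, n = 3) and 1516 TPM ± 825 (SD, n = 3). Libraries labelled ATF1-KO had 1706 TPM ± 556 (SD, n = 5), those labelled ATF1/CREB1-KO 545 TPM ± 79.7 (SD, n = 3), and those labelled ATF1/CREB1/CREM-KO 15.5 TPM ± 0.499 (SD, n = 3). The last mean was 97.9-fold lower than that of the own-run control clones and 73.2-fold lower than that of all control clones.

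The limma log2 change of Aqp2 in ATF1-KO was 0.67 (SE 0.33, adjusted p 0.465) against all and 0.56 (SE 0.24, adjusted p 0.638) against own-run control clones, with exact permutation p-values of 0.0753 and 0.0794. In ATF1/CREB1-KO it was -0.92 (SE 0.41, adjusted p 0.0754) and -0.36 (SE 0.37, adjusted p 0.775), with exact permutation p-values of 0.0522 and 0.4. The own-run change was -0.79 without control clone 7 and -0.07 without control clone 8, and it passed the threshold in neither fit. Under median-ratio scaling the pooled change was 0.24 (adjusted p 0.712), the alternative that moved it most. The lowest pooled change over its 10 alternatives was -1.38. In ATF1/CREB1/CREM-KO the log2 change was -5.96 (SE 0.41, adjusted p 8.13e-07) against all and -6.34 (SE 0.43, adjusted p 8.60e-04) against own-run control clones, and Aqp2 was lower in each of the 3 libraries than in each of the 11 control libraries. The exact permutation p-values were 0.00275 and 0.1, each the smallest its design allows. After adjustment over 24 tests they were 0.0330 and 0.133.

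The steps between knockouts were tested in limma over all 22 libraries. From ATF1-KO to ATF1/CREB1-KO, Aqp2 changed by -1.59 on the log2 scale (adjusted p 0.00262, exact permutation p = 0.0179). With run as a covariate this step was -0.92 (adjusted p 0.403), so it did not pass the threshold once run was taken into account. From ATF1/CREB1-KO to ATF1/CREB1/CREM-KO the change was -5.04 (adjusted p 2.64e-06, exact permutation p = 0.1, the smallest possible), and -5.98 with run as a covariate (adjusted p 9.38e-06). Permuting labels within runs gave p = 0.0925 over 5040 labelings for the first step and 0.085 over 400 labelings for the second.

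In libraries labelled ATF1-KO, 0 of 13311 genes were called changed against all control clones, with 742 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0652. The own-run comparison called 0 of 13318 genes, with 1014 at an unadjusted p under 0.05. Median-ratio scaling moved the pooled count most, to 8 genes.

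In libraries labelled ATF1/CREB1-KO, 4260 of 13270 genes were called against all control clones, 342 higher and 3918 lower. This count was much lower within the run and when a library with the knockout label was left out. Against own-run control clones, 9 of 12579 genes were called, 4 higher and 5 lower, with 1199 at an unadjusted p under 0.05, and 7 of the 9 were also in the pooled set. With run as a covariate over all 22 libraries, 609 genes were called, 352 of them also in the pooled set. Leaving out 1 of the 3 libraries gave between 8 and 33 pooled calls, 8 without replicate 2 and 33 without replicate 3. In these fits 4503 to 6657 genes had an unadjusted p under 0.05, against 7534 with no library left out. The calls thus fell far more than the unadjusted counts did. The median log2 change of all genes was -0.96 in the pooled comparison, and median-ratio scaling raised it by 0.95. Under that scaling 1875 genes were called, 58.2% of them lower, against 92.0% of the 4260. Control clones of run 2 gave the background. With control clones 6 to 8 against the other 8 control clones, 11317 of 13334 genes (84.9%) were called, 9497 of them lower. Of the 4260 genes, 4095 (96.1%) were among them, 4086 in the same direction, against 79.9% of the genes not called in ATF1/CREB1-KO, so most of this overlap would arise for any set of genes.

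The genes named by the fixed rule in that pooled comparison did not pass the threshold against own-run control clones, where their adjusted p-values were 0.0568 or more. With run as a covariate over all 22 libraries, 5 of these 8 genes passed it, with the own-run log2 changes: Calml4 (1.75, adjusted p 0.00788), Alox5ap (1.71, 0.0346), Gpam (-1.83, 1.52e-06), Guf1 (-1.87, 1.85e-05) and Tysnd1 (-1.77, 3.89e-05). Those with the largest increases were Calml4 (ENSMUSG00000032246, chromosome 9; log2 change 2.41, adjusted p 0.0138), Alox5ap (2.38), the noncoding D630011A20Rik (2.13, own-run 1.21) and Guca1a (2.07, own-run 0.94). Calml4 was at 336 TPM ± 146 (SD, n = 3) against 93.4 TPM ± 1.45 (SD, n = 3) in the own-run control clones. Those with the largest decreases were Timp3 (log2 change -3.80, adjusted p 0.0189, own-run -1.97), Gpam (-3.58), Guf1 (-3.54) and Tysnd1 (-3.30). Tysnd1 (ENSMUSG00000020087, chromosome 10) had the smallest own-run adjusted p of the 8, at 2.08 TPM ± 0.677 (SD, n = 3) against 9.32 TPM ± 0.649 (SD, n = 3) in the own-run control clones.

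In libraries labelled ATF1/CREB1/CREM-KO, 137 of 13360 genes were called against all control clones, 61 higher and 76 lower. Against own-run control clones, 1216 of 13258 genes were called, 518 higher and 698 lower, and 116 of the 137 were among them. Runs 1 and 3 also differed: control clones 9 to 11 against 1 to 5 gave 342 called genes, and 2678 at an unadjusted p under 0.05. Of the 1216, 425 changed by at least 2-fold. The share of lower genes among the own-run calls was 57.4%, and 46.9% under quantile normalization, so no predominant direction held. The own-run count depended on single libraries: it was 185 without control clone 9 and 3317 without ATF1/CREB1/CREM-KO replicate 1. Genes at an unadjusted p under 0.05 varied less, with 2602 and 5102 in these fits and 3582 with no library left out. The pooled count was between 34 and 91 when 1 of the 3 libraries was left out. All 3 libraries lay on the same side of all 3 own-run control clones for 34.6% of genes, where chance gives 10%. In libraries labelled ATF1/CREB1-KO that share was 19.0%.

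Besides Aqp2, the largest decreases under the fixed rule were in 3830406C13Rik, Guf1 and Gpam, and each also passed the threshold against own-run control clones. The limma log2 change of 3830406C13Rik (ENSMUSG00000033111, chromosome 14) was -4.06 (SE 0.26, adjusted p 4.10e-07) against all control clones and -4.09 against those of the run. It was listed at 0 in replicates 1 and 2 and at 0.68 TPM in replicate 3, against 19.4 TPM ± 3.08 (SD, n = 3) in the own-run control clones. Guf1 (ENSMUSG00000029208, chromosome 5) changed by -3.71 (SE 0.61, adjusted p 0.00586) against all control clones and by -4.30 against those of the run, from 22.9 TPM ± 3.24 (SD, n = 3) in own-run control clones to 0.230 TPM ± 0.282 (SD, n = 3). Gpam (ENSMUSG00000024978, chromosome 19) changed by -3.50 (SE 0.62, adjusted p 0.00997) and -4.25 in the same order, from 24.9 TPM ± 2.03 (SD, n = 3) in own-run control clones to 0.373 TPM ± 0.263 (SD, n = 3). Genes of chromosome 14 as a whole were lower in replicates 2 and 3 of this label, by medians of -0.51 and -0.50 on the log2 scale.

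The largest increases were in Klra4 (ENSMUSG00000079852, chromosome 6; log2 change 3.24, SE 0.35, adjusted p 1.99e-04), Txndc16 (2.72, own-run 1.81), Gbp8 (2.31, own-run 2.00) and Ggh (2.26, own-run 1.62), which also passed the threshold against own-run control clones. Within its run, where its log2 change was 2.60, Klra4 rose from 18.0 TPM ± 1.74 (SD, n = 3) in own-run control clones to 114 TPM ± 14.4 (SD, n = 3). Klra4 and Gbp8 belong to multigene families whose members share sequence, so their values are uncertain. Of the list members, Nr3c2 rose by 1.53 on the log2 scale (1.47 against own-run control clones), Pde4b changed by -3.43 (-4.47 against own-run control clones) and Id1 by -1.22 (-0.93), all past the threshold in both comparisons.

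The CREB target list was tested for a shift relative to other genes. In ATF1-KO the median of its 21 expressed members was 0.10 above that of all genes (camera adjusted p 0.0444), but the adjusted p was 0.267 with fry and 0.858 with a correlation estimated from the data, so that call holds under neither. In ATF1/CREB1-KO the camera adjusted p was 0.320. The own-run values for these 2 labels were 0.114 and 0.383. With run as a covariate they were 0.0490 and 0.319, so the camera call in ATF1-KO was kept in that fit, but not with fry (adjusted p 0.264). In ATF1/CREB1/CREM-KO the relative median was -0.22 (camera adjusted p 0.104), with 12 of 21 members higher than in the control clones, 9 lower and a fry adjusted p of 0.745. The own-run value was -0.24, with 17 of 21 members lower, a camera adjusted p of 0.0645 and a fry adjusted p of 5.75e-04. With run as a covariate it was also -0.24, with a camera adjusted p of 0.0490 and a fry adjusted p of 7.27e-04. Over all genes, 0, 12 and 2 of its members were called in the pooled comparisons of ATF1-KO, ATF1/CREB1-KO and ATF1/CREB1/CREM-KO, and 1, 15 and 3 adjusted over the list alone. Against own-run control clones, 0, 0 and 5 were called over all genes, and also 0, 0 and 5 adjusted over the list alone. The members at an unadjusted p under 0.05 numbered 6, 15 and 3 in the pooled and 3, 4 and 8 in the own-run comparisons. Over all genes, 0, 3 and 6 members were called with run as a covariate. Of the 3 in ATF1/CREB1-KO, 1 was higher, and the others were Pde4b (-0.82, adjusted p 0.0155) and Nr4a1 (-0.95, adjusted p 0.0438).

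The principal cell list had camera adjusted p-values of 0.606, 0.606 and 0.144 in the pooled comparisons, in the same order, and of 0.479, 0.0645 and 0.978 in the own-run ones. Of its members 0, 5 and 1 were called over all genes, and 0, 5 and 3 adjusted over the list alone. In the own-run comparisons, 0, 0 and 4 were called over all genes, and 0, 5 and 6 adjusted over the list alone. At an unadjusted p under 0.05 there were 3, 10 and 4 members in the pooled and 2, 6 and 8 in the own-run comparisons. Fitting run as a covariate called 0, 4 and 4 members over all genes, in ATF1/CREB1-KO among them Nr3c2 (1.39, adjusted p 0.0256) and Foxa1 (-0.73, adjusted p 0.0267).

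Similarity between knockouts was measured across genes, which are not independent replicates. The Spearman correlation of pooled log2 changes was -0.72 between ATF1-KO and ATF1/CREB1-KO, 0.51 between ATF1-KO and ATF1/CREB1/CREM-KO, and -0.36 between ATF1/CREB1-KO and ATF1/CREB1/CREM-KO. Unchanged groups simulated against the same control libraries gave means of 0.24, 0.24 and 0.20. Unchanged groups that carried the differences between runs gave -0.85, 0.51 and -0.72. With own-run control clones, which the comparisons do not share, the correlations were -0.02, 0.11 and 0.46. Of the genes called against own-run control clones, 8 were called in both ATF1/CREB1-KO and ATF1/CREB1/CREM-KO.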

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

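The tests of depth in this part were chosen after the counts of genes above 0 had been seen. For 9 measures in each of 2 sets of 5 libraries, those labelled ATF1-KO and control clones 1 to 5, the highest or lowest library was compared with its nearest neighbour by Dixon's ratio. Sets of 3 libraries were not screened. Chance alone marks about 1 in 20 such groups, and 2 of these 18 stood out, both in the number of genes listed above 0.

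Control clone 3 had 17296 genes above 0, while control clones 1, 2, 4 and 5 had between 19170 and 19878. A lower sequencing depth is a candidate explanation. The smallest TPM values above 0, multiplied by transcript length, follow the value of a single read, and their 5th percentile was 235.83 in control clone 3 against 74.5 to 90.0 in the other 4 libraries. That is the higher value such a library would have. The libraries of run 3 had values from 121 to 154, also above those of the other 4. The 912 genes at 0 in control clone 3 and above 0 in the other 4 had a median of 0.261 TPM in those, and 148 of them had a mean of 1 TPM or more. Its correlation with the other control clones of the run was 0.952, the lowest of the 5. The control clones share 1 label, so no biological explanation was tested.

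Replicate 4 of the libraries labelled ATF1-KO had 20703 genes above 0, while the other 4 had between 19605 and 19650. A higher depth could give more genes, but the same 5th percentile was 78.135, inside the range of 73.2 to 83.0 in the other 4. The 1st percentile was 34.4, below the 37.4 to 41.6 of the other 4, the direction a higher depth would give. Depth was therefore left open by this measure. Of the 1405 genes above 0 in this library and at 0 in the other 4, 70 had 1 TPM or more. The median of all 1405 was 0.0700 TPM. The library is 1 of 5 with the same label, and no biological explanation was tested.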

How the results depend on the processing

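The choices compared here with the control libraries of the run, run as a covariate, all libraries in 1 fit, the block, no filter, the 2-fold minimum, an estimated correlation and leaving out a library were listed before the data were examined. The pseudocount of 0.1, the minimum mean of 5 TPM, median-ratio scaling, quantile normalization, the fit with no variance trend, and every alternative to a value against own-run control clones were chosen after the data were seen. Alternatives that need read counts were not run: DESeq2 with its size factors, RLE factors, library size alone, a minimum mean count of 10 and a prior count of 0.5. The alternatives for the rescue part were not run either. For 35 results, 249 values were computed under an alternative, apart from the fits that left out a library. Of these, 191 kept their direction and their side of the threshold or stayed within the margin, 27 moved, 14 reversed, 11 became weaker and 6 stronger. For the gene lists, direction was read from the list median relative to all genes. When it was first read from the direction camera gives, 9 reversed. Below, where no cause is given, the cause was not tested.

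The decrease of Aqp2 in libraries labelled ATF1/CREB1/CREM-KO kept its direction and passed the threshold under all 10 alternatives to the pooled value, from -6.34 to -5.96 with adjusted p-values of at most 0.00121, and under all 6 to the own-run value. Fits without 1 library, in the pooled case never a control clone, gave -5.98 to -5.94 pooled and -6.87 to -5.95 within the run, with adjusted p-values of at most 0.0123. In ATF1/CREB1-KO the own-run change of Aqp2 was at -0.79 to -0.07 in such fits (adjusted p 0.611 to 0.987), lowest without control clone 7 and highest without control clone 8.

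With own-run control clones, ATF1/CREB1-KO had 9 called genes, Atf1 at -0.37 (adjusted p 0.635) and Creb1 at -0.58 (adjusted p 0.471), while ATF1/CREB1/CREM-KO had 1216 called genes and Creb1 at -0.97 (adjusted p 0.00305). The relative median of the CREB target list in ATF1-KO was 0.0688 (adjusted p 0.114), and that of the principal cell list was -0.0998 in ATF1-KO and 0.168 in ATF1/CREB1-KO. The correlations across genes were -0.0202 for ATF1-KO with ATF1/CREB1-KO, 0.111 for ATF1-KO with ATF1/CREB1/CREM-KO and 0.459 for ATF1/CREB1-KO with ATF1/CREB1/CREM-KO. With run as a covariate, 609 genes were called in ATF1/CREB1-KO and 1066 in ATF1/CREB1/CREM-KO. Atf1 in ATF1/CREB1-KO was then at -0.37 (adjusted p 0.394), Creb1 in ATF1/CREB1/CREM-KO at -0.97 (adjusted p 1.65e-05), and the Aqp2 step from ATF1-KO to ATF1/CREB1-KO at -0.92 (adjusted p 0.403). The CREB target list was at 0.0714 in ATF1-KO and at -0.241 in ATF1/CREB1/CREM-KO, each with an adjusted p of 0.0490. The principal cell list was at -0.0952 in ATF1-KO, 0.157 in ATF1/CREB1-KO and -0.0325 in ATF1/CREB1/CREM-KO.

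With all 22 libraries in 1 fit, which share 1 estimate of the spread, 1 gene was called in ATF1-KO, 8218 in ATF1/CREB1-KO and 270 in ATF1/CREB1/CREM-KO. Aqp2 in ATF1/CREB1-KO kept its change of -0.92 and passed the threshold (adjusted p 0.0359, from 0.0109 to 0.775 over its 10 alternatives), and the CREB target list in ATF1-KO kept 0.101 but not its call (adjusted p 0.0595). With no filter 3 genes were called in ATF1-KO, 127 in ATF1/CREB1-KO and 253 in ATF1/CREB1/CREM-KO, and 0 (1832 at an unadjusted p under 0.05) and 710 of the last 2 labels against own-run control clones. Atf1 and Creb1 in ATF1/CREB1-KO then kept -0.90 and -2.31 but lost their calls, since more genes were tested.

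Median-ratio scaling called 8 genes in ATF1-KO, 1875 in ATF1/CREB1-KO and 690 in ATF1/CREB1/CREM-KO, and 18 in ATF1/CREB1-KO against own-run control clones. It moved the median of all genes by -0.38, 0.95 and -0.32 in these pooled comparisons. In ATF1/CREB1-KO, Aqp2 was then at 0.24 (adjusted p 0.712) and Atf1 at 0.22 (adjusted p 0.535). Quantile normalization called 6, 1315 and 518 genes, with Atf1 in ATF1/CREB1-KO at 0.25 (adjusted p 0.455). With no variance trend, ATF1/CREB1-KO had 2 called genes against own-run control clones. With a minimum mean of 5 TPM, 58 genes were called in ATF1/CREB1/CREM-KO, the principal cell list in ATF1-KO was at -0.0578, the CREB target list in ATF1/CREB1/CREM-KO at -0.286 (adjusted p 0.0241), and the pooled correlations of ATF1/CREB1/CREM-KO were 0.490 with ATF1-KO and -0.329 with ATF1/CREB1-KO. The pseudocount of 0.1 put the CREB target list in ATF1-KO at 0.129 (adjusted p 0.0535) and the principal cell list at -0.0427. With a correlation estimated from the data, the CREB target list in ATF1-KO kept 0.101 with an adjusted p of 0.858. A minimum change of 2-fold left 425 of the own-run calls of ATF1/CREB1/CREM-KO.

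The replicate numbers do not pair knockout libraries with control clones, and pairing between knockout labels was not read here. Deviations of libraries with the same number correlated across genes at -0.10 to 0.08 for ATF1-KO, -0.05 to 0.08 for ATF1/CREB1-KO and -0.15 to 0.02 for ATF1/CREB1/CREM-KO. The replicate block sets the knockouts of runs 2 and 3 against control clones 1 to 3, which are in run 1. It called 9665 genes in ATF1/CREB1-KO, put Aqp2 there at -1.03 (adjusted p 0.0109) and the lists there at 0.0263 and 0.0306 (CREB target and principal cell). In ATF1-KO it put the CREB target list at 0.0688 (adjusted p 0.190) and the principal cell list at -0.0998. In ATF1/CREB1/CREM-KO it called 103 genes, 74.8% of them lower, of which 32 were among the 137 pooled calls. It called 1 member of the CREB target list there, where the pooled fit called 2. With fry, the block gave an adjusted p of 0.0230 for the CREB target list in ATF1/CREB1-KO and ATF1/CREB1/CREM-KO (0.107 and 0.745 pooled) and for the principal cell list in ATF1/CREB1-KO (0.288 pooled).

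Pooled fits each left out 1 library with the knockout label and never a control clone, while own-run fits left out either. They gave 0 to 1 genes for ATF1-KO, pooled or own-run (742 and 1014 at an unadjusted p under 0.05 with no library left out). They gave 8 to 33 pooled and 0 to 60 own-run genes for ATF1/CREB1-KO (1446 at an unadjusted p under 0.05 for the fit with 0), and 34 to 91 pooled and 185 to 3317 own-run genes for ATF1/CREB1/CREM-KO. The highest counts for the last were without replicate 1. In ATF1/CREB1-KO, Atf1 was at -1.06 to -0.75 (adjusted p 0.0958 to 0.131) and Creb1 at -2.39 to -2.20 (adjusted p 0.0931 to 0.131), with no call left. In ATF1/CREB1/CREM-KO, Atf1 was at -0.35 to 0.027, higher only without replicate 1. The CREB target list was at 0.0835 to 0.144 in ATF1-KO, with no call without replicate 2 or 4, at -0.488 to 0.121 in ATF1/CREB1-KO, above 0 only without replicate 3, and at -0.395 to -0.00700 in ATF1/CREB1/CREM-KO, called only without replicate 3 (adjusted p 0.0482). The principal cell list was at -0.0371 to 0.0375, -0.379 to 0.123 and 0.124 to 0.313 in the same order, called only in ATF1/CREB1/CREM-KO without replicate 3 (adjusted p 0.0482). Crem in ATF1/CREB1/CREM-KO was at 0.33 to 0.52 against own-run control clones, and 1 of these 6 fits passed the threshold (adjusted p 0.0217). Since TPM does not state depth, no result could be limited to genes above a read count.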

Other observations

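Tests planned before their results were seen were the counts of other splits, the run composition, the length and GC trends, the scaling of Aqp2, the removal of chromosome medians, the comparison of chromosome segments, the mixture and the comparison of control clones between runs. The tests chosen after the result was seen were the members of the principal cell list, the other genes called beside Aqp2, the chromosome profile of single libraries, the labelings within runs, the pairs of libraries with like chromosome medians, the random gene sets, and the count of libraries that carry the shifts of chromosomes 14 and 18.

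Other splits of the same libraries were fitted in the same way. For ATF1-KO the real count was 0 against all control clones (742 genes at an unadjusted p under 0.05) and against those of the run (1014 genes). All 100 of 100 splits reach a count of 0 by construction, so the splits say nothing about that label. For ATF1/CREB1-KO against all control clones, 4 of 100 splits gave at least 4260 genes, the real one included, and the highest, 7941, put control clone 6 with replicates 1 and 2 of the knockout, all of run 2. For ATF1/CREB1/CREM-KO against all control clones 1 of 100 splits, the real one, gave as many as 137, and the next gave 3. Against own-run control clones, 1 of 10 splits gave as many as the real count in both ATF1/CREB1-KO and ATF1/CREB1/CREM-KO, where 10 splits cannot give a share under 0.1. The next highest counts were 3 and 4.

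The pooled count of ATF1/CREB1-KO could come from the composition of run 2. With control clones 6 to 8 in the place of the knockout libraries, among the same 14 libraries, 4634 genes were called. Within the run, 9 were. A length bias of the 6 libraries stays open: the difference between control clones 6 to 8 and the other control clones had a Spearman correlation across genes with transcript length of -0.281, against 0.0472 for control clones 9 to 11 and 1 to 5, which is short of the 0.3 set in advance. A GC bias is argued against by a correlation of 0.0789, smaller in size than the -0.379 between control clones 9 to 11 and 1 to 5. The labels name no difference in preparation between runs. The control clones of the 3 runs share 1 label, so no biological explanation was tested.

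Replicate 3 of the libraries labelled ATF1/CREB1-KO had a ribosomal protein share of 6.71%, between the other libraries of run 2 and those of the other runs. A mixture with material of the other composition would give 1 mixing share whichever genes it is read from. The shares read from genes high in the other runs and from genes high in control clones 6 to 8 differed by 0.538 (0.0685 and 0.606), which argues against a mixture. Replicates 1 and 2 gave differences of 0.403 and 0.363 in the same reading. Replicate 3 is in their reference there, so these are no baseline without a mixture. Read against each other alone, replicates 1 and 2 gave differences of 0.0176 and 0.0213. That reading without replicate 3 was added after the first result was seen, and the contrast with 0.538 rests on it. What sets this library apart stays open.

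The decrease of Aqp2 in libraries labelled ATF1/CREB1/CREM-KO was weighed against technical and other explanations. Scaling is argued against, since the smallest decrease under median-ratio or quantile scaling was -6.26. A general loss of principal cell transcripts is argued against, since 10 of 19 other expressed members of that list were lower against own-run control clones and 9 higher, with Nr3c2 and Sgk1 called higher and Elf3 and Foxa1 called lower. The lowest other member was Fxyd4 at -2.27 (adjusted p 0.0809). A difference of a single engineered line is argued against in part: replicate 1 differed by over 0.2 from both other replicates on 5 of 20 chromosomes, while Aqp2 was low in all 3. Replicates 2 and 3 differed by that much on 0 chromosomes, so they may be 1 line. A difference of the engineered lines unrelated to the targeted genes cannot be told apart from the knockout in these libraries, since 1215 other genes were called with it. Libraries with the factors put back would bear on this, and are not analysed here. The knockout itself stays among the open explanations.

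Own-run log2 changes of ATF1/CREB1-KO and ATF1/CREB1/CREM-KO, which share no library, had a Spearman correlation of 0.459 across 11953 genes. Of 100 labelings within both runs, 1, the real one, gave a correlation as large, and the next highest was 0.316. Of the genes called in ATF1/CREB1/CREM-KO, 1006 of 1147 (87.7%) had the same direction in ATF1/CREB1-KO and 681 of 1191 (57.2%) in ATF1-KO. The difference between these shares was not tested. Length and GC trends are argued against, as the correlation was 0.475 with such trends removed. Shifts of whole chromosomes are argued against as the whole cause, as it was 0.439 with each chromosome's median removed. The absence of the factors in both labels stays open.

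Changes carried over from a common parent line are a candidate explanation of the same correlation, and the outcome of the test depended on the measure. Pairs of libraries were first matched by Spearman correlation of their chromosome medians, which did not set apart the pairs with like changes: ATF1/CREB1-KO replicate 3 reached 0.570 with replicate 1 and 0.496 with replicate 3 of ATF1/CREB1/CREM-KO, at gene correlations of 0.121 and 0.156. Pearson correlation with a threshold of 0.7 was then chosen, after those values had been seen. It picks 3 pairs, at 0.801, 0.855 and 0.888: replicate 1 with replicate 1, and replicate 2 with replicates 2 and 3. With chromosome medians removed, their gene correlations were at least 0.472, and those of the other 6 pairs at most 0.338. Because the Spearman match gives another answer, the explanation cannot be told apart from an effect common to both labels, and stays open.

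Genes of chromosome 14 were lower and those of chromosome 18 higher against own-run control clones, by medians relative to all genes of -0.25 and 0.17 in ATF1/CREB1-KO and -0.33 and 0.34 in ATF1/CREB1/CREM-KO. Of 10000 random sets of genes matched on expression, 0 had a median as far from 0, for either chromosome and label. The same held for chromosomes 10, 11 and 17 in both labels, so this test alone does not set chromosomes 14 and 18 apart. A length and GC trend is argued against for chromosomes 14 and 18, since their median closest to 0 was still 0.14 once it was removed. A change that goes with the knockout labels is argued against, because 4 of the 6 libraries carried both shifts. Replicate 1 of ATF1/CREB1-KO had 0.04 and 0.00, and replicate 1 of ATF1/CREB1/CREM-KO -0.03 and 0.04, where replicates 2 and 3 of the latter had -0.51 and 0.47, and -0.50 and 0.47. All 12 of 12 segments, each chromosome being divided into 3 by gene order in both labels, shifted with the whole chromosome. This is consistent with a copy number difference of whole chromosomes in some of the lines, which expression alone cannot show.

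Replicate 1 of each knockout label had both lower genes on chromosome 16 and higher ones on chromosome 17: -0.34 and 0.36 in ATF1-KO, -0.31 and 0.32 in ATF1/CREB1-KO, and -0.73 and 0.28 in ATF1/CREB1/CREM-KO. Of 10000 random sets, 0 were as far from 0, and 18 of 18 segments shifted with their chromosome, which is again consistent with a copy number difference. Either shift alone was also in other libraries. Chromosome 16 was at -0.36 in replicate 2 of ATF1-KO, and chromosome 17 at 0.21 in replicate 2 of ATF1/CREB1-KO and at 0.22 and 0.21 in replicates 2 and 3 of ATF1/CREB1/CREM-KO. Of the 11 libraries with a knockout label, only these 3 of replicate 1 had both shifts together. Whether these 3 descend from 1 line was not tested, and the labels do not address it. In run 1, chromosome 14 also differed between control clones, at -0.22 in clones 1 and 3 and 0.12 to 0.16 in clones 2, 4 and 5.

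Control clones 6 to 8 and 9 to 11 had like deviations on chromosome 3, and a candidate explanation was that the same 3 clones were grown for both runs. With chromosome medians removed, the deviations of control clones 6 and 9 correlated across genes at 0.0636, under the 0.1 set in advance. Clones 7 and 10 were at 0.307, and clones 8 and 11 at 0.228. The matched pairs fell on both sides of 0.1, so the test does not decide the explanation. Whether the 11 control libraries are distinct clones therefore stays open. The other 6 pairs were between -0.257 and 0.104. Pairs of a control clone of run 1 and one of run 3 were between -0.173 and 0.221, the highest being clones 2 and 10. Values over 0.1 were therefore not confined to the pairs of runs 2 and 3.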
